A study of Drosophila melanogaster with 396 samples. Its data were reported in "Effects of Gene Dose, Chromatin, and Network Topology on Expression in Drosophila melanogaster" (2016).

How the data were processed

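RNA was measured by sequencing in pools of whole adult Drosophila melanogaster, 5 days after eclosion, each pool heterozygous for 1 of 99 deficiencies (deletions, Df) on the left arm of chromosome 2 (2L). The deficiency chromosomes came from the DrosDel collection and were crossed to the w1118 line in which they had been made, so that flies of different lines shared a background and carried no balancer chromosome. Females and males of each line were profiled in duplicate, giving 396 libraries. Groups (line and sex) and replicate numbers were taken from the sample titles. A letter from A to D in each library's description placed replicates 1 and 2 of a line and sex in the pair A/B or C/D. The labels do not say what the letters stand for, and the letter pair was treated as a possible library batch.

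The authors mapped reads with TopHat to Release 5 of the genome (unassigned scaffolds left out, 1 alignment kept per read) with a FlyBase annotation. They deposited raw read counts per gene from HTSeq, as whole numbers with no normalization, together with counts of spike-in RNAs and 5 summary lines per library. They also deposited FPKM values per gene from Cufflinks, which the authors scaled by transcript length and by the number of mapped fragments with bias and multi-read correction. Replicates were not pooled. With 1 alignment kept per read, reads of near-identical gene copies cannot be assigned with certainty, which concerns the replication-dependent histone genes above all. Coordinates are those in the FPKM files (Release 5, 1-based). A later genome build was used for no coordinate.

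The count files held 15303 genes and 96 spike-in species, and 83 genes had no FPKM value and no read in any library. Counts over genes ranged from 1666168 to 11256869 in female libraries and from 2087914 to 18843662 in male libraries. Following the study's methods, genes entered a fit when their median FPKM within a sex was at least 0.68 and at least 50% of the libraries of that sex had at least 1 read, which left 10262 genes in females and 12296 in males. Library sizes were scaled by TMM (edgeR 4.0.16) and counts were turned into weighted log2 CPM (counts scaled to library size) with voom (limma 3.58.1, R 4.3.3). Within each sex, 1 mean was fitted per line, and each line's 2 libraries were set against the average of the other 98 lines with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment within the line and a threshold of 0.05. The matrix form of this fit was checked against limma's own fit on the same data. Males and females were compared over all 396 libraries in the same way. Whether a line's change differed between the sexes was tested as a line-by-sex interaction in 1 fit of all libraries, adjusted within the line.

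GEO's labels name each deficiency but give no breakpoints, so the deleted segment was inferred from expression. Expressed 2L genes were put in order of position. Each received the log likelihood ratio of a log2 change of -1 against 0, with the gene's robust SD over lines (at least 0.2), limited to 3 either way. The best-scoring run of genes was called when it exceeded the 95th percentile of the best runs in 1000 shuffles of gene order. For dose responses, a segment called in one sex was used to measure the other sex, so that values which placed a segment were not the values reported for it. This does not hold for named genes. They were taken in lines whose segment, called in either sex, holds them, or in lines the study's text names. Breakpoints are therefore known only to the nearest expressed gene. The dose response of a line is the median log2 change of the expressed genes in its segment. The line was the unit of replication: means over lines were tested by sign-flip permutation tests with 100000 resamples, two-sided, and correlations by permutation with as many resamples. The smallest p these permutations can give is 1e-05. Correlations across genes are descriptions, since genes are not independent replicates. Adjusted values for the dose tests cover 8 tests, and those for relations cover 6 relations, each with Pearson's r and Spearman's rho. Numerical work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

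The main comparisons, their tests, the alternatives and the rule for named genes were fixed before the data were examined. The rule took genes which the study's text names for lines of this background (29 genes), the 6 two-copy genes with the largest change shared by both sexes and all 4 libraries of a line, and roX1, roX2, Yp1, Yp2, Yp3 and w between the sexes. Of the 29 genes, CG15485 was below the expression filter and Sidpn was not matched to a symbol, and both are not analysed here. Alternatives were size factors by median of ratios computed as DESeq2 does, total counts, a filter of 10 counts in 2 samples, a median FPKM of at least 5, reference lines of the same letter pair, a 2-group design of a line against all other libraries, edgeR's quasi-likelihood test, a replicate block, a fold-change minimum, other segment ends, single replicates, and log2(FPKM + 0.1) or log2(FPKM + 1) in place of counts. On the log2(FPKM + pseudocount) scale, changes of low genes are understated. edgeR's trended dispersion was estimated from 1000 genes spread over abundance and interpolated to the others. Leaving out the histone genes, taking only lines with both copies of a gene as reference, their combinations with the overlap of both sexes' segments, Pearson's r in place of Spearman's rho for the relations over lines, lines the study names as misidentified left out, and each line left out in turn were chosen after seeing the data.

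The pairing of libraries by replicate number comes from the titles, and whether it carries shared deviations was checked from the correlation of same-numbered libraries' deviations from their group means. The procedure was tested on simulated data with the real female genes' means and library sizes (10262 genes). Of 100 genes changed by a factor of 2 in 1 line, 87 were recovered, and of 100 changed by a factor of 1.5, 44 were, with 11 false calls. A 2-group design recovered 129 of the 200 with 6 false calls. The simulated genes had 1 common dispersion, and lines differed only in the changes put in. Other real differences between lines were not simulated, so these values cannot compare the 2 designs on the real data. All 40 simulated deletions of 5 to 40 genes were found, with 98% to 100% of their genes, and 4 of 59 lines without a deletion were given a segment. The counts of calls in single lines thus come with a limited power for changes under a factor of 2. Comparisons with chromatin maps, gene networks, and a hybrid background are not analysed here.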

Results

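Expression was profiled in adult females and males heterozygous for 99 deficiencies of 2L, with 2 pools per line and sex. A library held a median of 5611732.5 counts over genes in females and 5318961.5 in males. The median library detected 12042 genes in females and 13272 in males. The letter pair was A/B in 52 female and 58 male lines and C/D in the other 47 and 41, and 87 lines had the same pair in both sexes. Replicate libraries of a line correlated at a median r of 0.959 in females and 0.967 in males (across genes), against 0.940 and 0.947 for any pair of libraries of a sex. The lowest replicate correlations were 0.888 in females and 0.891 in males, both in ED4651 (lines are named by the number of their deficiency). No pair of replicates was identical, and the lowest chi-square per gene between replicates was 6.11 in females and 5.03 in males, well above sampling noise.

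The first question was whether each library carried the deletion its label names. As the labels give no breakpoints, a segment with reduced expression was sought on 2L in each line and sex. A segment was called in 95 lines in females and 94 lines in males, and the segments of both sexes overlapped in 78 lines. The call moved most when the 111 replication-dependent histone genes (2L 21417078 to 21541620, Release 5) were left out, which gave 94 lines in each sex and 84 lines with overlap. With these genes kept, 7 female and 6 male segments lay inside the histone block. Without them, the overlap of both sexes had a median length of 291.9 kb (14.8 to 846.5 kb), and all overlaps joined covered 14.7 Mb, or 64.1% of the span of 2L genes.

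**Figure D1:**
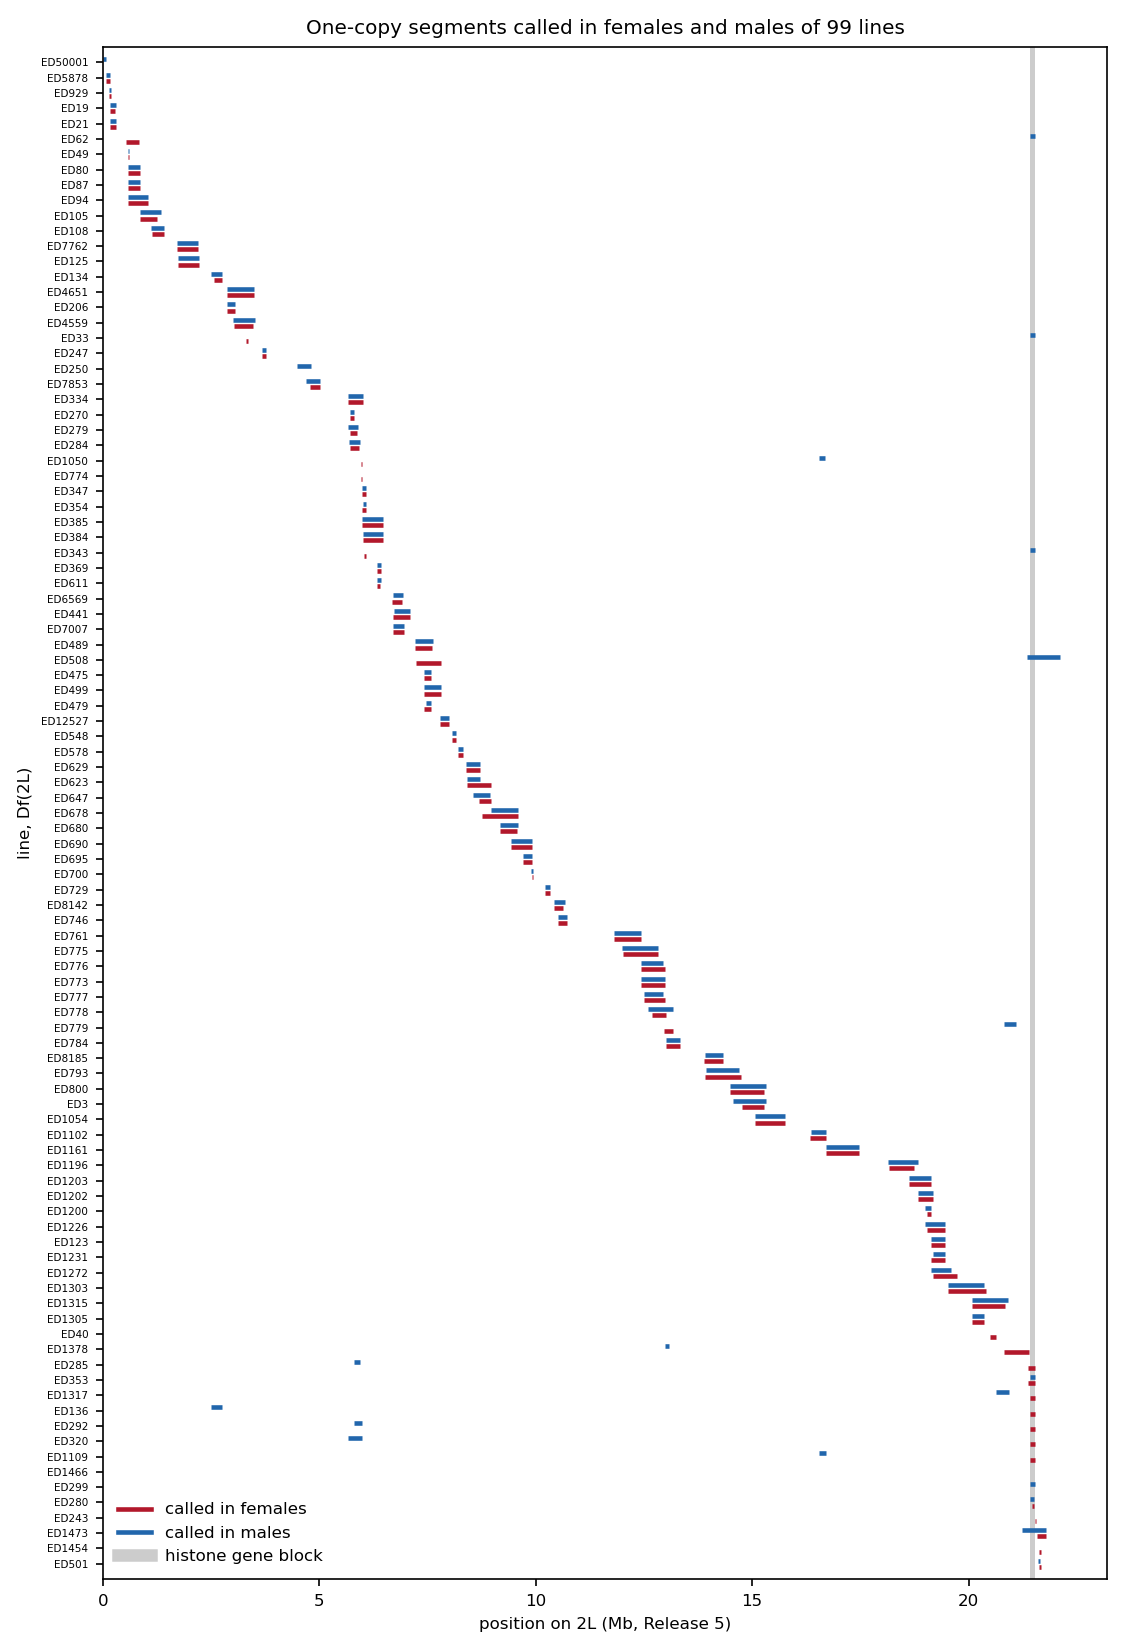
Segments called in females (red) and males (blue) of the 99 lines, by position on 2L in Mb of Release 5, with the histone block in grey. Segments overlapped in 78 lines, and 7 female and 6 male segments lay inside the histone block.

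Measured in the segment called in the opposite sex without histone genes, the median log2 change was below -0.5 in 176 of 188 female libraries and 175 of 188 male libraries. The 12 female and 13 male libraries above that value belonged to 8 and 10 lines. In ED1378 females the segment was 2L 20829608 to 21393319, and in ED779 females it was 2L 12974322 to 13166072. The library labelled ED1378 male replicate 1 had a median of -0.92 in the ED1378 segment and -0.17 in the ED779 segment. The library labelled ED1378 male replicate 2 had 0.03 and -0.86 in the same segments. The library labelled ED779 male replicate 1 had -0.75 in the ED779 segment and 0.09 in the ED1378 segment, while the library labelled ED779 male replicate 2 had 0.25 and -1.02. These labels are contradicted by the segments, and every value below for males labelled ED1378 or ED779 carries that limit. The library labelled ED695 male replicate 1 had a median of -0.20 in its segment, against -1.16 in replicate 2. With histone genes left out, no segment was called in ED1466 or ED243 in either sex, and with them kept none was called in ED1466. Segments called in males labelled ED33 and ED299 were the same (2L 17486806 to 18011475), and female libraries of ED33 had medians of 0.12 and 0.07 there.

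**Figure D2:**
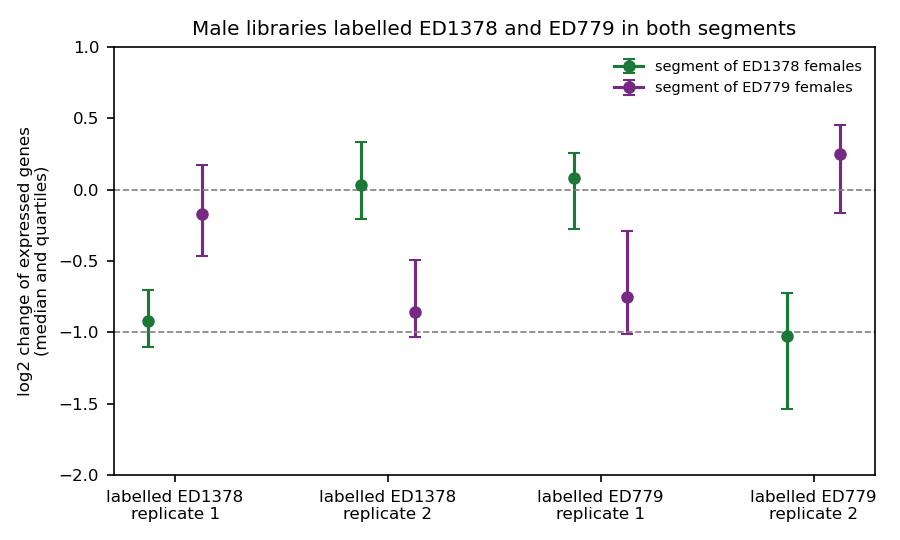
Log2 change (median and quartiles over genes) of 4 male libraries labelled ED1378 and ED779 in the segments called in females of these lines. Replicate 1 of each label fell in its own segment (-0.92 and -0.75), and replicate 2 fell in the other (-0.86 and -1.02).

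The central question was how far a gene's expression follows its own dose. Across 94 lines, the female genes in called segments had a mean line median of -0.83 on the log2 scale (SD 0.27), and 92 lines were below 0. Across 95 lines, males had -0.81 (SD 0.36), with 91 lines below 0. The same segments in the lines with both copies averaged 0.04 in females (SD 0.02) and 0.04 in males (SD 0.03). These means include lines measured in segments that are not their deletion. This moved the values of single lines either way, but more often toward 0, which adds to the distance from halving given below. In ED62 females, measured in the histone block, the value was -0.391, against -0.859 without histone genes, and in ED343 females it was -0.490 against -0.938. In ED1473 females, whose segment holds the histone block, it was 0.379 against -1.04. Males of ED136, ED292, ED320 and ED1109, measured in the histone block, had 0.236, 0.233, 0.293 and -0.110. Without histone genes these males had -0.874, -0.844, -0.722 and -1.17. In the other direction, ED280 males had -1.89 (2 genes) against -0.784, ED33 females had -0.358 against 0.132, and ED299 females had -0.243 against -0.004. Libraries labelled ED1378 and ED779 were measured in segments with mixed labels. Without histone genes the means were -0.86 in females (94 lines, SD 0.23) and -0.85 in males (94 lines, SD 0.28), 0.14 and 0.15 above a log2 change of -1. Leaving out ED1050, ED123 and ED611, which the study calls misidentified, gave -0.83 (91 lines) and -0.81 (92 lines). Both means differed from 0 (p = 1e-05, adjusted p = 1.6e-05, two-sided sign-flip permutation tests, 8 tests in the family). They also lay above full halving, a log2 change of -1, by 0.17 in females and 0.19 in males (p = 1e-05, adjusted p = 1.6e-05, the same permutation tests), with 79 of 94 and 73 of 95 lines above it, equal to a compensation of 1.13-fold and 1.14-fold. Within letter pairs the female means were -0.83 for A/B (48 lines) and -0.83 for C/D (46 lines), and the male means were -0.84 (55 lines) and -0.76 (40 lines).

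The distance from halving was the part of this result that moved most. In the overlap of both sexes' segments the means were -0.94 in females and -0.96 in males (78 lines each, SD 0.15 and 0.16). With histone genes left out and only lines with both copies as reference, which was chosen after seeing the data, the overlap gave -0.97 in both sexes (84 lines, SD 0.20 in females and 0.13 in males). The female mean was then 0.03 above halving (permutation p = 0.274, 57 of 84 lines above) and the male mean was 0.03 above it (p = 0.0217, 56 of 84 lines above). Selecting genes on a segment that both sexes share uses the measured values in the call, so that the overlap tends toward lower values by construction. In that combination ED292 females stood apart with the lowest value, -2.33. When each line was left out in turn, the female distance above halving ran from 0.02 (permutation p = 0.385) to 0.04 (permutation p = 0.00824, without ED292), so whether it passed the threshold over all lines rested on a single line. Within letter pairs the female distance was 0.07 for A/B (permutation p = 0.00157) and -0.02 for C/D (permutation p = 0.712, and 0.01 with p = 0.582 without ED292). The letter pairs were not tested against each other. In males it was 0.04 (permutation p = 0.00392) and 0.02 (p = 0.487). With the other 98 lines as reference, that overlap had female means of -0.91 within A/B and -0.98 within C/D, above halving at permutation p = 2e-05 and p = 0.792, the latter 0.0386 without ED292.

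**Figure D3:**
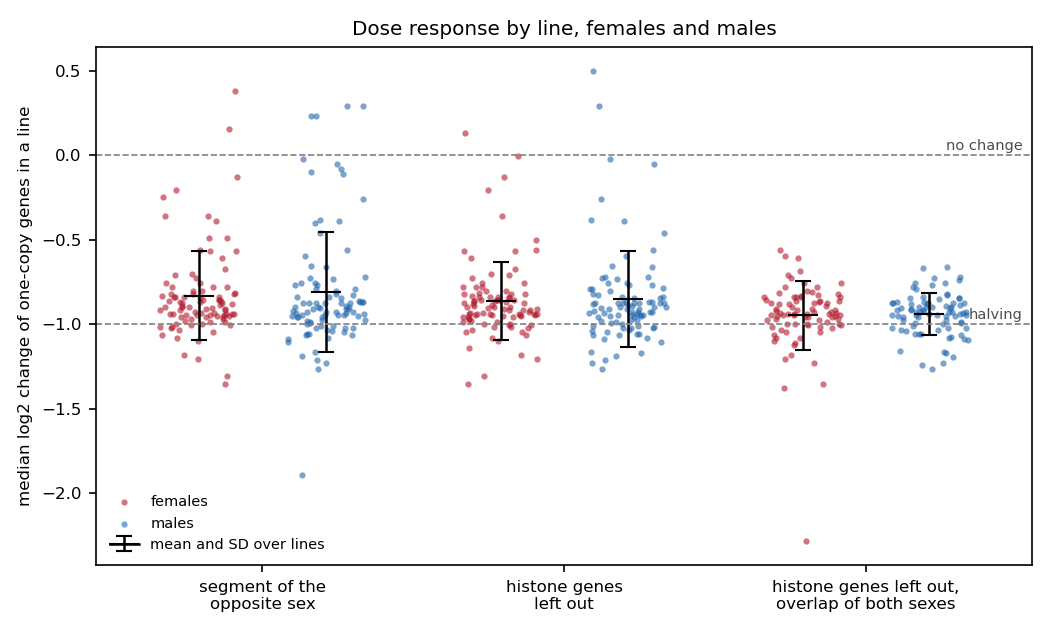
Median log2 change of one-copy genes in each line (points) for females (red) and males (blue), with mean and SD over lines in black and dashed lines at no change and at halving. Means were -0.83 and -0.81 in the segment of the opposite sex, -0.86 and -0.85 without histone genes, and -0.95 and -0.94 in the overlap without histone genes.

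The sexes were compared on the same genes in the 78 lines with overlapping segments. The female minus male difference was 0.02 (SD 0.21), with females higher in 43 of 78 lines (p = 0.415, adjusted p = 0.415, sign-flip permutation test over lines), so that no difference was detectable. Using replicate 1 alone moved it most, to -0.02 (75 lines), and only a filter of 10 counts in 2 samples took it past the threshold (0.04, permutation p = 0.0490). Over 2119 gene and line observations, female and male changes correlated at r = 0.338 and rho = 0.288 across genes, which are not independent. Within lines with at least 5 genes, r had a median of 0.371 and was positive in 66 of 75 lines (p = 1e-05, permutation).

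Whether longer deletions or weakly expressed genes respond differently was asked next, as 6 relations. Dose response and segment length had r = -0.09 (p = 0.387, adjusted p = 0.422) and rho = -0.15 (p = 0.151, adjusted p = 0.259) over 94 lines in females. In males r was -0.22 (p = 0.0310, adjusted p = 0.0731) and rho was -0.12 (p = 0.239, adjusted p = 0.319) over 95 lines. Without the 2 lines farthest from the median length, r was -0.07 in females and -0.21 in males. Within letter pairs, r was -0.02 (A/B) and -0.16 (C/D) in females and -0.23 and -0.21 in males, with permutation p from 0.0934 to 0.888. Length in number of expressed genes turned rho positive, to 0.12 in females (p = 0.231) and 0.08 in males (p = 0.466), with r = 0.44 in females (p = 7e-05, 0.22 without the 2 farthest) and r = -0.02 in males (p = 0.885). With reference lines of the same letter pair, r was -0.13 in females (permutation p = 0.202) and -0.30 in males (p = 0.00314). Dose response fell with expression level across genes, with rho = -0.21 over 1333 genes in females (p = 1e-05, adjusted p = 6e-05) and rho = -0.12 over 1635 genes in males (p = 2e-05, adjusted p = 6e-05); Pearson's r was -0.22 and -0.11. Without histone genes and in the overlap, rho was -0.06 (p = 0.0315) and -0.05 (p = 0.0564).

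The study asked whether genes compensated in females are male-biased; the question here was the reverse, whether male-biased genes respond differently in females. In females, 222 one-copy genes with male-biased expression (fold change of at least 2) had a mean of -0.69 (SD 0.62) against -0.87 (SD 0.46) for 1111 other genes, a difference of 0.18 (p = 1e-05, adjusted p = 1.6e-05, permutation over genes). The alternative that removed the difference was a median FPKM of at least 5, with 0.05 (permutation p = 0.345) over 91 and 905 genes. In males, the same comparison gave -0.84 for 571 genes and -0.89 for 1064 (permutation p = 0.0176).

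Two-copy genes near the ends of segments were examined for effects of the breakpoints. The 5 expressed genes next to each end had a mean log2 change of -0.03 in females (SD 0.23, 94 lines, sign-flip permutation p = 0.184, adjusted p = 0.210) and -0.10 in males (SD 0.26, 95 lines, p = 0.00029, adjusted p = 0.000387). The median absolute deviation of these genes lay at percentile 80.1 in females and 97.6 in males among 10000 random runs of two-copy genes. Under alternatives, with 1000 random runs, the female percentile ran from 57.2 (20 genes at each end) to 99.3 (overlap without histone genes). The male percentile ran from 87.5 (20 genes at each end) to 100.0 (1 gene at each end). The largest shift was -0.06 in females, at a median FPKM of at least 5 (permutation p = 0.00410), and -0.17 in males, for the single gene next to each end (p = 5e-04).

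CG31646 (FBgn0051646, 2L 5626291 to 5658553), which the study's text names beside a common end of several deletions, was raised as a two-copy gene in 5 lines. In females, the log2 change was 2.53 (SE 0.23) in ED270, 2.41 (SE 0.18) in ED279, 2.99 (SE 0.18) in ED284, 2.98 (SE 0.20) in ED320 and 2.36 (SE 0.22) in ED334, with limma adjusted p from 4.2e-26 to 3.95e-15. In males it was between 0.90 (ED334) and 1.39 (ED270), with limma adjusted p from 8.69e-08 to 0.00127. The called segments of these lines began 4.3 to 59.6 kb past the end of the gene. The 94 other lines reached at most 1.04 in females and 0.83 in males. Under a 2-group design the male changes of CG31646 no longer passed the threshold in any of these lines.

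**Figure D4:**
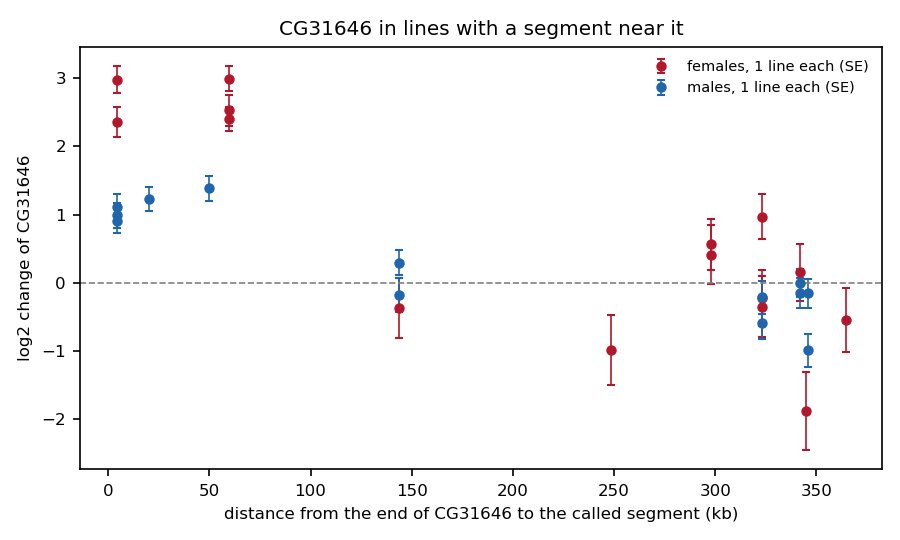
Log2 change of CG31646 (points with SE, 1 line each) against the distance in kb from the gene's end to the segment called in females (red) or males (blue). The 5 lines with a segment within 59.6 kb rose by 2.36 to 2.99 in females and 0.90 to 1.39 in males, and lines of this region with a segment farther off reached at most 0.97.

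Other genes that the study's text names were taken in lines whose called segment, in either sex, holds them. Segments were called from reduced expression, so that a gene fell in all such lines is partly fixed by the call. The gene hk (FBgn0001202, 2L 19030844 to 19033498) was reduced in all 4 lines whose segment holds it. Its changes lay between -0.81 (ED1226) and -1.12 (ED1203) in females and between -0.69 (ED1202) and -1.11 (ED1203) in males, with SE from 0.09 to 0.13. In females of ED1200 and ED1226 the segment began at hk itself. MRP (FBgn0032456, 2L 12719045 to 12744807) fell by 0.59 (ED775) to 0.94 (ED773) in females of 5 lines and by 0.19 (ED775) to 0.82 (ED777) in males, where ED775 was not past the threshold (limma adjusted p = 0.420). For nub (FBgn0085424, 2L 12587871 to 12628143), changes ran from -1.41 (ED773 females, SE 0.71) to -0.70 (ED778 males, SE 0.49), and none passed the threshold. RpL30 (FBgn0086710, 2L 19008233 to 19009273) had 0.19 (SE 0.14) in ED1202 females and 0.45 (SE 0.18) in males, -0.40 and -0.37 in ED1203, -0.27 and -0.47 in ED1200, and 0.23 and -0.05 in ED1226, and none passed the threshold. In females of ED1200 and ED1226 it lay outside the called segment. RpL7-like (FBgn0032404, 2L 12056324 to 12057416) had -1.27 (SE 0.13) and -0.94 (SE 0.17) in ED761, and -0.95 (SE 0.14) and -0.99 (SE 0.17) in ED775. La (FBgn0011638, 2L 20348393 to 20350012) fell in all 3 lines whose segment holds it, by 1.07 (ED1305) to 1.36 (ED1303) in females and by 0.70 (ED1305) to 1.00 (ED1303) in males. The heterochromatin protein gene HP1a (FBgn0003607, 2L 8209626 to 8211122) fell by 1.09 and 0.97 in ED578 females and males. Of the genes in the proximal part of the ED8142 deletion, w-cup (FBgn0032269, 2L 10575860 to 10577792) had 1.01 (SE 0.60, limma adjusted p = 0.476) in ED8142 females at 2.38 and 4.61 CPM, and -0.80 (SE 0.20, limma adjusted p = 0.0123) in males at 482 and 363 CPM. The overlying gene Trim9 (FBgn0051721, 2L 10544883 to 10628054) was lower in both lines whose segment holds it, from -1.37 (ED8142 males, SE 0.41) to -0.52 (ED746 males, SE 0.40), and no value passed the threshold. The female changes of CG18302, CG31872, CG18284 and CG17097 in ED8142 lay between 0.31 and 0.85 and none passed the threshold. Of these, CG31872, CG18284 and CG17097 lay outside the segment called in ED8142 females. In ED746 females, CG18302, w-cup, CG31872, CG18284 and CG17097 all lay in the called segment. There CG31872 had 0.02, CG18284 had 0.11, CG17097 had 0.51, CG18302 had -0.39 and w-cup had -0.26, none past the threshold. CG31872 and CG18284 turned negative there against lines of the same letter pair.

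In males, the ACX genes of the nub region fell in ED773, ED776, ED777 and ED778. The study describes very good compensation of these genes in males of a further line, ED775. The segment called in ED775 ended at 2L 12822787, short of these genes, so no value for ED775 is given here. Segments were called from reduced expression and would leave out well compensated genes at an end, so the values here cannot speak to that contrast. ACXA (FBgn0040510, 2L 12921091 to 12925453) had -1.61 (SE 0.24) to -1.16 (SE 0.22) and ACXC (FBgn0040508, 2L 12912530 to 12916774) had -1.55 (SE 0.23) to -1.24 (SE 0.25), all past the threshold in limma. ACXB (FBgn0040509, 2L 12916814 to 12921008) had -1.64 to -1.06 and passed it in 3 of 4 lines, and ACXE (FBgn0040506, 2L 12925611 to 12929823) had -1.79 to -1.10 and passed it in 1 of 4. CG17572 (FBgn0032753, 2L 19071131 to 19074146) had -2.17 to -1.06 in 4 lines, past the threshold in males of 3 lines and in females of none. Tor (FBgn0021796, 2L 13004480 to 13013197) had -0.78 (ED784), -0.76 (ED779) and -0.64 (ED778) in females, and -0.59 as a two-copy gene in females labelled ED1378. In males it had -0.89 (ED778) and -0.65 (ED784, limma adjusted p = 0.0564), and the replicates labelled ED1378 had -0.09 and -1.70. The gene tai (FBgn0041092, 2L 9166778 to 9250211) had -0.78 and -1.08 in females of ED678 and ED680, and -0.68 and -0.63 in males (limma adjusted p = 0.0667 and 0.123). CycE (FBgn0010382, 2L 15727762 to 15748155) had -1.11 (SE 0.32) in ED1054 females and -0.20 (SE 0.23) in males. As two-copy genes, CG18600 (FBgn0038601, 3R 14125917 to 14127450) rose in ED136 by 1.22 and 1.11 in females and males. In ED250 females, ovo (FBgn0003028), otu (FBgn0003023), CycA (FBgn0000404) and CycB (FBgn0000405) had -0.97, -0.95, -0.71 and -0.75, all past the threshold in limma. Most of this came from 1 library: replicate 1 had -1.30, -1.62, -1.17 and -1.24, and replicate 2 had -0.64, -0.29, -0.27 and -0.27. CycE had -0.66 in ED250 females (limma adjusted p = 0.0965), and no male change of these 5 genes passed the threshold.

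Effects on the rest of the genome were counted as two-copy genes with an adjusted p below 0.05 in limma. In females there were 55835 calls over the 99 lines (35777 up, 20058 down), with a median of 293 per line (12 in ED1050 to 3031 in ED508). In males there were 87458 (52858 up, 34600 down), with a median of 291 (17 in ED49 to 5987 in ED508). With total counts, 33769 calls were up and 26218 down in females, and 48853 and 35322 in males. At least 1 line changed 9741 genes in females (94.9%) and 11861 in males (96.5%), where adjustment within each line leaves room for more false calls than in 1 comparison. With a replicate block there were 55279 and 89093 calls. Same-numbered libraries had a mean correlation of deviations of 0.0001 in females and 0.0059 in males, so that the numbers did not pair libraries within a sex. The alternative that moved the counts most was the design: a line against all other libraries as 2 groups gave 7973 calls in females and 9982 in males, of which 10 lines held 68.6% and 87.1%. By the same limma test, one-copy genes were called down in 1362 of 3859 cases in females (35.3%) and 1751 of 3983 in males (44.0%). Without histone genes it was 1363 of 2701 (50.5%) and 1767 of 3496 (50.5%).

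**Figure D5:**
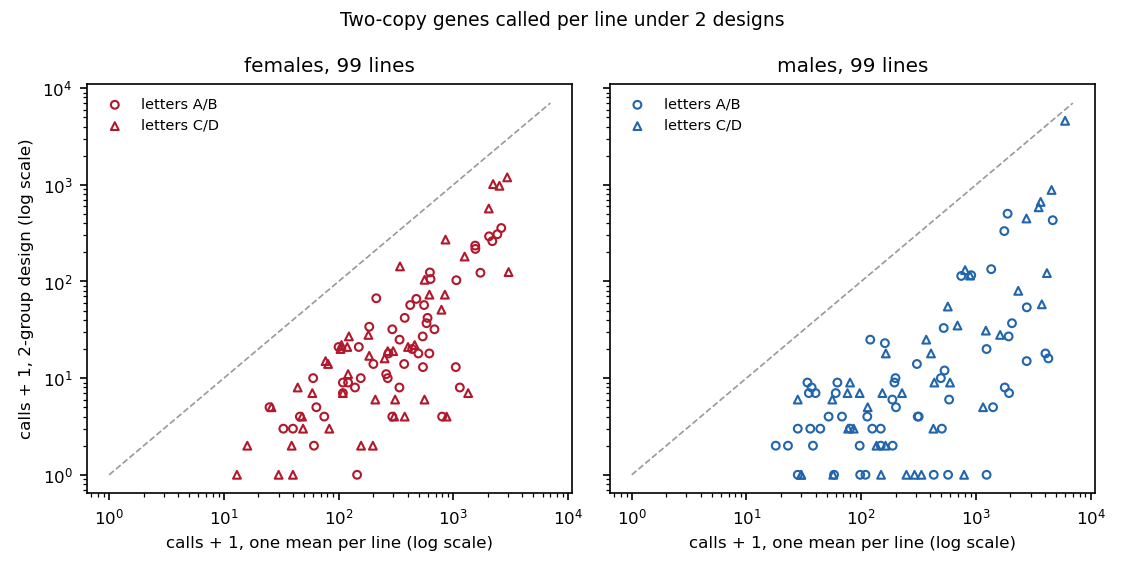
Two-copy genes called per line with 1 mean per line (x, log scale) and with a 2-group design (y, log scale), for females (left) and males (right), by letter pair. All points lie below the line of equality, and totals were 55835 against 7973 in females and 87458 against 9982 in males.

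The number of calls had no firm relation to the size of the deletion. In females r was 0.21 (p = 0.0366, adjusted p = 0.0731) and rho 0.13 (p = 0.1998, adjusted p = 0.2997) over 94 lines. Without the 2 lines farthest from the median size r was 0.05, so that this r rests on those lines. With length in kb, female r was 0.26 (permutation p = 0.00987), and 0.16 without the 2 farthest. In males r was 0.08 (p = 0.441, adjusted p = 0.441) and rho 0.11 (p = 0.305, adjusted p = 0.366) over 95 lines, with r = 0.11 without the 2 farthest. Within letter pairs r was 0.21 (A/B) and 0.23 (C/D) in females and 0.22 and -0.08 in males. Calls of both sexes of a line were compared next. Among the 9904 genes tested in both sexes, 6102 calls were shared with the same sign and 581 with opposite signs. Permuting the line labels of 1 sex gave a mean of 2364, so that sharing was 2.58 times the permuted mean (p = 1e-05, permutation test). A 2-group design left 218 shared calls (permutation p = 0.0329).

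The two-copy genes with the largest change common to both sexes and all 4 libraries of a line were taken from 6059 gene and line combinations. Mitochondrial mt:ND3 (FBgn0013681) had -4.83 (SE 1.13) in females and -5.22 (SE 0.79) in males of ED125, and mt:Cyt-b (FBgn0013678) had -4.06 (SE 0.35) and -3.84 (SE 0.29) in the same line. CG17298 (FBgn0038879) rose by 5.04 (SE 0.62) and 4.42 (SE 0.89) in ED929, CG14499 (FBgn0034317) by 4.40 (SE 0.55) and 5.12 (SE 0.50) in ED343, and LysC (FBgn0004426) by 4.13 (SE 0.42) and 4.30 (SE 0.41) in ED1473. In ED1466, w (FBgn0003996, X 2684632 to 2690499) had -6.003 (SE 0.80) in females and -4.00 (SE 0.41) in males, a line in which no segment was called. Limma adjusted p values of these genes ran from 5.35e-20 to 0.00431.

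Males and females differed in most genes. Of 12654 genes, 12027 had an adjusted p below 0.05 in limma, 6768 higher in males and 5259 higher in females. Requiring a fold change of at least 2 left 5731, and of at least 4 left 3395. The split between the sexes moved with the scaling. With median-of-ratios size factors 7552 genes were higher in males and 4476 in females, and with total counts 6422 and 5533. With a replicate block of line and replicate number there were 12121 genes; the deviations of female and male libraries of a line had a mean correlation of 0.0691 and were positively correlated in 70 of 99 lines. The dosage compensation RNAs roX1 (FBgn0019661, X 3752310 to 3756730) and roX2 (FBgn0019660, X 11473089 to 11474465) were higher in males by 5.06 (SE 0.07) and 4.47 (SE 0.09) on the log2 scale, and the yolk protein genes Yp1 (FBgn0004045, X 9947885 to 9949531), Yp2 (FBgn0005391, X 9945049 to 9946669) and Yp3 (FBgn0004047, X 13653578 to 13655200) had -8.47, -8.48 and -7.57. The gene w had -0.03 (SE 0.10, limma adjusted p = 0.787), which turned positive under another normalization.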

Values the study reported

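The study stated that its deficiencies uncovered approximately 68% of the euchromatic part of 2L. It gave a mean compensation of 1.1-fold for one-copy genes in both backgrounds it examined. It counted 10,757 two-copy genes with an adjusted p below 0.05 in at least one line, and put the share of the genome that changed at 78%. By clustering it set apart 94 genes as better compensated in females. Its methods gave the larger spike-in amount to 60 samples and the smaller to 336.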

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

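In this part, the tests of the letter pair and of the equal added amount were chosen before the result they measure was seen, and the tests of segment position and of spike-in amount were chosen only after it was seen.

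The first item is a difference between the sexes in how two-copy genes changed. In 14523 combinations of gene and line, the female and male changes differed in a line-by-sex interaction test (limma, adjusted p below 0.05 within the line), and in 12447 of them the changes had opposite directions. The median line had 3 such genes, and ED508 had 2369. No count with a block of line and replicate number was computed for this test. Deviations of female and male libraries of a line were positively correlated in 70 of 99 lines. Lines whose female and male libraries carried different letter pairs (12 lines) had a median of 161, against 3 in the 87 lines with the same pair, a ratio of 53.67. If a library batch were the main cause, those 12 lines should have held most of the differences, yet they held 3931, or 27.1%. Their mean per line was 327.6, against 121.7 in the other lines. A batch may therefore raise the number in these lines, but it is not shown to account for most of the differences, and the test cannot tell. Its first reading used the ratio alone and was corrected to the prediction as written. Sex is the biological explanation that the design gives, and it cannot be told apart here from other differences between the pools.

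A named gene with such a difference is MRP in ED775, where the female minus male change was -0.56 (SE 0.20, limma adjusted p = 0.0490), lower in females. That value is from the fit of all libraries. The separate fits of each sex gave -0.59 in females and -0.19 in males, a smaller gap. In the 4 other lines whose called segment holds MRP, the difference ran from -0.30 to -0.01 and none passed the threshold. No technical explanation was tested for this value, and with 1 of 5 lines just past the threshold it is left open.

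CG31646 rose more in females than in males in ED279 (by 1.35), ED284 (by 1.797), ED320 (by 1.85) and ED334 (by 1.44), with limma adjusted p from 1.64e-07 to 0.00340; in ED270 the difference was 1.14 (SE 0.29, limma adjusted p = 0.525), the same direction in 5 of 5 lines. The highest female change among 10 lines of the region with a segment starting over 100 kb away was 0.97 (ED347), so the rise went with the position of the segment. In lines without the rise the gene had 3.02 CPM in females (SD 1.52) and 12.9 in males (SD 3.59). The 5 lines added a mean of 15.3 CPM in females and 15.4 in males, a ratio of 0.99. The larger log2 change in females may thus reflect a lower starting level with an equal added amount. This is a hypothesis found and tested on the same data.

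The last item is a signal outside the gene measurements. In 82 libraries (42 female, 40 male, from 24 lines) spike-in reads made up at least 20% of gene and spike-in reads, with a median of 40.8%, while the other 314 libraries had a median of 0.568% and at most 5.64%. All 82 had the letter C or D. The labels state that 500 pg of spike-in went into 43 libraries and 10 pg into 353, while the study's methods give other numbers of libraries for these amounts, and neither number equals 82. The ratio of spike-in to gene counts in the 82 libraries was 120.5 times that of all other libraries, beside a labelled ratio of 50. Against the other C/D libraries alone, a comparison added after the first value was seen, it was 34.3 times. The 82 libraries were picked by their own share of spike-in reads, and the labels do not say which libraries received the larger amount. These ratios therefore cannot tell whether the larger amount is the cause. No biological explanation was tested. Spike-in reads were left out of library sizes. Depth was lower, with a median of 4135000 gene counts in these libraries against 5268000 in the other C/D libraries. Other effects on gene values were not tested.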

How the results depend on the processing

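Choices named in this part as added were made after seeing the data, and the rest before the data were examined. Over the 22 results that answer a comparison, 171 values under alternatives were computed, of which 146 kept their direction and side of the threshold, and 44 of 52 did so under added alternatives. The reductions in one-copy genes kept their direction and stayed past the threshold under every alternative run. With single replicates, given as values without a test, the female mean ran from -0.82 to -0.77 and the male mean from -0.78 to -0.76. The distance above halving then ran from 0.18 to 0.23 in females and from 0.22 to 0.24 in males. The segments overlapped in 75 to 77 lines and 11670 to 11739 genes were sex-biased.

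The distance of females from halving fell to 0.0256 (permutation p = 0.274) with histone genes left out, the overlap of segments and lines with both copies as reference, an added combination. The overlap alone gave 0.06 (permutation p = 2e-04). The loss of the threshold over all lines, though not within C/D lines alone, rested on ED292: with each line left out in turn, the distance ran from 0.02 to 0.04, the highest without ED292 (permutation p = 0.00824). The difference between the sexes was not past the threshold and changed sign under total counts (-0.0076, permutation p = 0.735), reference lines of the same letter pair (-0.0141, p = 0.481) and with histone genes left out (-0.0016, with opposite-sex or overlapping segments, and -0.0030 with the two-copy reference besides, all added). With a single replicate it ran from -0.02 to 0.01. It passed the threshold with a filter of 10 counts (0.0445, permutation p = 0.0490). The cause was not tested.

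Counts of calls depended on the design. The 2-group design gave 7973 female and 9982 male calls, in 5176 and 7244 genes, and edgeR's quasi-likelihood test in that design gave 6753 and 10039 calls, in 5158 and 7689 genes, against 55835 and 87458 calls in 9741 and 11861 genes. A fold change of at least 1.5 left 32326 female calls. Shared calls fell from 6102 to 218 (2-group design) and to 3694 (fold change of at least 1.5). A fold change of at least 2 left 5731 of 12027 sex-biased genes. In the simulation the 2-group design recovered 129 of 200 changed genes, but lines there differed only in the changes put in. That recovery thus says nothing about the low counts in the data. In the 2-group design, differences among the other lines count as spread, which 1 mean per line leaves out. How much of the gap this makes was not tested.

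For segment length, rho reversed with the number of expressed genes (0.1246 in females, 0.0763 in males) and in males with overlapping segments (0.1282, and 0.0684 with histone genes left out, added), and passed the threshold in males with reference lines of the same letter pair (-0.21, p = 0.0414). Pearson's r, added, was past it in males (-0.22, p = 0.0310). Male dose response and expression level lost the threshold without histone genes in the overlap (-0.0483, permutation p = 0.0564, added). Calls and segment size passed it in females with length in kb (0.24, p = 0.0183) and by Pearson's r (0.21, p = 0.0366, added), and in males with the 2-group design (0.25, p = 0.0165). The difference of male-biased genes in females was 0.0502 (permutation p = 0.345) at a median FPKM of at least 5. Flanking genes in females passed the threshold at that filter (-0.0612, permutation p = 0.00410) and reversed with 20 genes at each end (0.0073, p = 0.590), where males lost the threshold (-0.0278, p = 0.0571). The cause was not tested for any of these except the male-biased genes and the male flanks, which have tests under the other observations.

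Among named genes, 811 of 888 values kept direction and side, 53 were weaker and 18 stronger, mostly weaker under the 2-group design, and 6 reversed. Against reference lines of the same letter pair, CG31872 and CG18284 in ED746 females turned to -0.28 and -0.18, and CG31872 in ED8142 males to 0.0088. With log2(FPKM + 0.1), CG31872 in ED746 females turned to -0.0546 and CycE in ED1054 males to 0.0332. The gene w between the sexes turned to 0.17 (limma adjusted p = 0.0885) with median-of-ratios size factors. The cause was not tested.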

Other observations

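In this part, the tests of library size, of sex-biased transcripts, of the same gene in a pair of lines, of its expression level, and of female material in a male library were chosen before the result they measure was seen, and all others only after it was seen.

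Labels and segments disagreed in several places. The library labelled ED1378 male replicate 2 had a median of -0.86 in the segment of ED779 females and 0.03 in that of its own label, and the library labelled ED779 male replicate 2 had -1.02 in the segment of ED1378 females and 0.25 in its own. A candidate explanation is an exchange of these libraries, or of the flies behind them, and no other explanation was tested. Pairs of lines shared a segment: ED123 and ED1231 overlapped by 100% in females, ED611 and ED369 by 100% in males, and ED1050 and ED1109 by 88.4% in males. Other lines had identical segments in 1 sex too: ED1050 with ED774 and ED1454 with ED501 in females, and ED19 with ED21, ED134 with ED136 and ED33 with ED299 in males. The segment called in ED1050 females lay elsewhere (2L 5956489 to 5964951), but these female libraries also had medians of -0.61 and -1.03 in the segment of ED1050 males. The study concluded that ED1050, ED123 and ED611 were misidentified, from expression in the regions they should delete and from complementation tests. The overlaps given here, without breakpoints, cannot tell a mislabelled line from deletions that coincide. No biological explanation was tested.

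The 4 libraries labelled ED1466 had at most 2.34 CPM of w (counts over the library total, unlike the TMM-scaled CPM of named genes), while the lowest of the other 392 libraries had 10.5 and their median was 36.9. The deficiency chromosomes carry a w element, and no segment was called in ED1466, so flies without the marked chromosome are a candidate explanation. In the other 98 lines, female and male levels of w correlated at r = 0.669 and rho = 0.69 (p = 1e-05, adjusted p = 1.3e-05 over 4 subsets), and r was 0.805 without the 2 farthest lines. Within lines of the same pair in both sexes, rho was 0.87 for A/B (48 lines) and 0.62 for C/D (38 lines), so the letter pair does not account for the relation. The SD over lines was 0.86 in females and 0.81 in males, against a median difference of 0.23 between replicates. A different insertion site of the element in each line might give such levels, and any other property shared by both sexes of a line would too.

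The library labelled ED695 male replicate 1 had 3945 CPM of Yp1, against 118 in replicate 2. Its yolk protein genes stood at 38.4% of their female level. The 54 other genes at least 64 times higher in females had a median of 17.7% (95% bootstrap interval 13.1 to 19.5), whereas the other 197 male libraries reached at most 6.74%. Female material mixed into the sample could raise all of them, but a single share of it would not give different percentages for the 2 sets, so this explanation is neither settled nor excluded. Its segment median was -0.20. No biological explanation was tested.

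The histone block was called as a segment in lines that delete other regions. The values of replicates in the block correlated at r = 0.46 over 99 lines in females. Both replicates of a line share a letter pair, so a library batch would correlate them too, and this value cannot tell whether library differences are the cause. The replicates differed by over 0.5 in 37 of 99 female and 26 of 99 male lines, compared with 3 and 4 of 94 lines for called segments. The study's methods ascribe variable histone values to transcripts without polyA tails, which was not tested here.

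The number of two-copy calls varied widely between lines. With reference lines of the same letter pair, the totals were 68.9% of those against all lines in females and 70.8% in males. These are ratios of totals: 51.6% and 57.4% of the calls were made again with the same sign, the median line kept 47.5% and 52.6%, and 21 female and 31 male lines gained calls. The letter pair is therefore not excluded as a cause of many calls. Library size and calls had rho = 0.03 in females (r = -0.05, p = 0.641) and 0.17 in males (r = 0.17, p = 0.0960), without the 2 farthest lines r = -0.07 and 0.14; within letter pairs rho was -0.23 (A/B) and 0.05 (C/D) in females and 0.31 (p = 0.0189) and 0.20 in males. The absolute correlation of a line's changes with the male to female difference went with calls in males (rho = 0.56, r = 0.534, p = 1e-05, adjusted p = 4e-05 over 4 relations, r = 0.521 without the 2 farthest lines), also within A/B (rho = 0.48) and C/D (rho = 0.66). In females rho was 0.15 (p = 0.128, adjusted p = 0.171) and r was 0.346 (p = 0.00047, adjusted p = 0.00125, 0.231 without the 2 farthest), with rho = 0.34 within A/B and -0.01 within C/D. Lines with many male calls may thus differ in the share of sex-biased transcripts, such as those of the reproductive organs, as a hypothesis. Library size went with calls only in A/B males, and other technical differences between pools were not tested.

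The smaller response of male-biased genes in females may follow from their low expression. Their median level was 1.96 log2 CPM against 4.87 for the other genes, and within 10 bins of expression the difference was 0.041 (p = 0.428, permutation), compared with 0.18 before. The lowest bin held 75 of the 222 male-biased genes. The test was written after the alternative with a higher FPKM minimum had been seen.

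Genes 6 to 20 from each segment end in males had a mean of -0.004 (SD 0.133, permutation p = 0.778). The reduction was thus near the ends only, which segments called too short would give. A true short-range effect would give the same, so the pattern cannot be told apart from that explanation.

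For genes deleted in at least 2 lines, the changes in a pair of lines, each less the line's median, had rho = 0.08 in females (651 genes, r = 0.147, p = 0.0455 for rho) and 0.08 in males (819 genes, r = 0.136, p = 0.0293 for rho). With the rank of expression taken out, rho in females was 0.074. A gene-specific response is in line with these values, but the correlation is small and was computed across genes, which are not independent.

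Of 100 splits of the libraries that exchanged sex labels at random within pairs of a female and a male library of the same line and replicate number, the real one included, 1 of the 100 splits gave as many sex-biased genes as the 12027 observed. The largest other count was 9782 and the median was 0. The real split exchanged no pair, while the other splits exchanged part of the pairs and so mixed the sexes in both groups.

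The one-copy response here was a compensation of 1.13-fold in females, but 1.05-fold in the overlap of segments, 1.04-fold without histone genes besides, and 1.02-fold with the two-copy reference besides. The number of genes changed in at least 1 line was 9741 in females and 11861 in males, which counts the sexes apart. The share of 2L covered by overlapping segments was 64.1%.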
